A study of Mus musculus with 29 samples. Its data were reported in "Age-related epithelial defects limit thymic function and regeneration" (2024).

How the data were processed

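Thymic stroma of female C57BL/6 mice aged 2 months (2-mo) or 18 months (18-mo) was profiled by droplet-based single-cell RNA sequencing before (day 0) and 1, 4 and 7 days after sublethal total body irradiation (TBI). Each of the 29 libraries pooled the thymi of several mice. Thymi were digested, leukocytes carrying CD45 were depleted with magnetic beads, and the remaining cells were sorted by flow cytometry as all CD45- cells, as endothelial cells (ECs) or as fibroblasts (FBs). The study describes its repeated libraries as technical replicates, so the spread in every test below is that between libraries and not that between animals.

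Libraries were made with 10x Genomics 3' chemistry (version 2), in which each captured molecule carries a unique molecular identifier (UMI). The authors aligned the reads with Cell Ranger 7.0.1 to its mm10 reference, counted intronic as well as exonic reads and deposited UMI counts per gene and barcode, both for the called cells and for all droplets. The deposited counts were raw, with no normalization and no removal of free RNA, and covered 32285 genes in 93738 called cells. The depth per library ranged from 2188777 to 33943020 UMIs in cells, and the sequencing saturation from 65.4% to 97.9%. Intervals and floors given with shares and ratios are exact (Clopper-Pearson for shares) at 95% confidence, and cover counting error only.

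Cells were removed when they had both 1000 or fewer genes and 20% or more mitochondrial UMIs (1374 cells). Doublets were scored per library with Scrublet as implemented in scanpy. Its automatic threshold was used in 6 libraries, and where that threshold marked under 0.5% of a library the top 3.9% of scores was taken, which is the multiplet rate stated by the submitters. In total 2995 cells, between 0.606% and 3.93% of a library, were removed as doublets, which left 89369 cells. These were normalised per cell, log-transformed, reduced to 65 principal components of 3500 variable genes and clustered by the Leiden algorithm (15 neighbours, resolution 1.5) into 33 clusters. A cluster was given a lineage from marker lists fixed in advance. A rule for clusters that met no list outright was added once the clusters had been seen. The lineages were thymic epithelial cells (TECs), ECs, FBs, mesothelial cells (MECs), vascular smooth muscle cells and pericytes (vSMC/PCs) and nonmyelinating Schwann cells (nmSCs). Haematopoietic, parathyroid and unnamed clusters were left out of the comparisons.

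TECs of day 0 were clustered again (3500 variable genes, 50 principal components, 15 neighbours, resolution 1.4), and TECs after TBI took the label held by most of their 15 nearest day-0 cells. Genes were not scaled to unit variance before the principal components. That choice was made after a scaled run had been seen, and the scaled run is kept as an alternative. A cluster was called "X-like" after the marker list with at least 2 genes among its 10 leading genes, or else after the list with the largest share of genes above the other TECs (at least 3 genes), the fallback used for lineages. Cluster 20 had 2 muscle genes among its leading 10 but was left unnamed, because all 4 genes of the ciliated list were also above the other TECs, with 1 of them among the 10. The fallback named 10 clusters, of which clusters 0, 3, 6, 7, 8, 10 and 18 had no gene of their list among their 10 leading genes. Names were rebuilt from markers, so they may differ from the annotation used by the study. Unnamed clusters with over 80% of their library-weighted day-0 cells from 18-mo mice were taken as candidates for age-associated TECs, beside the cluster named from the list for the first age-associated TEC state of the study (aaTEC1). The threshold of 80% was set after a threshold of 90% had been seen to leave out 1 cluster.

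Shares of lineages and of TEC clusters among cells were compared only in the 13 CD45- libraries, since the sort sets them in the others. The test was an exact permutation of the age labels within each day (162 relabellings, two-sided), with the mean over days of the 18-mo minus 2-mo difference as the statistic and Benjamini-Hochberg (BH) adjustment over the lineages or clusters. The smallest p these relabellings can give is 0.00617, and 0.0123 when a day-0 library is left out. Shares of cells with a UMI of a gene were computed after thinning every cell to 2000 UMIs.

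For expression, UMI counts were summed per library and lineage, since cells of 1 library are not replicates, and tested with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr) with 1 coefficient per age and day. FB and EC fits also included the sorted libraries, with the sort as a term. A library with under 20 cells of a class was left out, and genes were called at a BH-adjusted p under 0.05. All tests were two-sided. Groups with 1 library enter these fits on the assumption that a lone library varies like those of the replicated groups. Ratios for genes with few counts were formed from summed UMIs. A group at 0 was set against a floor of 3 counts over the group, and a group with 1 to 3 counts was given with a counting interval. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1.

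Genes were named by a rule: fixed lists (growth factors and thymopoietic genes, Ptn and Mdk, TEC function genes, and Xist, Ddx3y and Ptprc as checks), the 3 highest and 3 lowest log2 fold changes per lineage for age at day 0 and for day 1 after TBI in 2-mo mice, and the gene with the smallest p in each interaction. The ranked genes had to be called, with no overlap between the libraries of the groups within a sort and with at least 20 counts per M UMIs (CPM) in the higher group. Predicted genes (Gm and Rik symbols), ribosomal and haemoglobin genes were left out. CPM of genes in the lineages, in the rule above and in the comparisons of age, TBI and growth factors, are counts scaled to the library totals of the tested genes after TMM adjustment. CPM in free RNA, in the cells set against it, in the checks of sex and sort and in the candidate clusters are scaled to unadjusted totals, so that the 2 kinds are not on 1 scale. Coordinates are 1-based in mm10.

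The comparisons, tests, marker lists, rule for genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 in place of edgeR, no filter on low counts, a test against a 1.5-fold change, the replicate number as a block, each replicated library left out in turn, day-0 libraries alone, CD45- libraries alone, removal of cells with either quality flag, no removal of doublets, and removal of genes with over 10% of their counts from free RNA. TEC clusters were also remade at resolutions 0.8 and 2.0, with libraries aligned by an own implementation of the Harmony method, and without 5369 genes that differed with age in mTEC1-like cells. Free RNA was profiled in droplets under 100 UMIs. Its largest possible share in a class of cells was taken as the lowest ratio of cell level to free level among genes of other cell types, an estimator settled after its first output had been seen.

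The fits were tested on simulated counts with 200 genes changed. In the fits of age at day 0, 64.5% to 88.5% of 2-fold changes were recovered, against 26.5% to 67% for interactions at day 4 (11275 to 18406 genes tested across all simulated fits). Interactions at the other days were not simulated. The share of false calls exceeded 5% in 16 of 20 simulated fits and reached 14.7% in 1 interaction fit, so calls near the threshold are less certain than the adjusted p states. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3.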

Results

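The data comprised 29 single-cell RNA-seq libraries of CD45- thymic stroma from female C57BL/6 mice aged 2 mo (2-mo) or 18 mo (18-mo), taken without irradiation (day 0) or on day 1, day 4 or day 7 following a sublethal dose of TBI. The 13 CD45- libraries, which hold all stromal lineages, comprised 8 from 2-mo mice (2 at each day) and 5 from 18-mo mice (2 at day 0 and 1 at each later day). The 8 EC-sorted and 8 FB-sorted libraries held 1 library per age and day, and these groups have no replicate of their own. Each CD45- library held between 2534 and 5581 called cells and between 9915999 and 27380290 UMIs. EC-sorted libraries were shallower, with 645 to 3392 cells and 2188777 to 10641061 UMIs, and FB-sorted libraries held 1348 to 5615 cells and 10326663 to 33943020 UMIs. The median UMI count per cell lay between 2017 and 8768.5 across libraries. Replicate libraries of a group shared 8 to 46 barcodes, where chance gives 9.25 to 36.4, and were counted separately as separate captures of cells. Their counts differed beyond the noise of counting molecules (chi-square per gene 2.91 to 14.1), but different cells of 1 suspension would differ in that way too. After quality filters and lineage assignment, 85786 of 93738 called cells fell in 6 stromal lineages, of which 24582 came from day 0 and 61204 from the days after TBI. FBs made up 46376 of these cells, TECs 15796, ECs 15697, MECs 5247, vSMC/PCs 2099 and nmSCs 571.

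The labels were first checked against genes of sex and sort. Xist (X-linked, transcribed from the inactive X chromosome of females) was present at 379 to 1205 CPM in every library, whereas Ddx3y on the Y chromosome stayed at or below 0.914 CPM. Ptprc, which encodes CD45, did not exceed 25.9 CPM. In the EC-sorted libraries 96.5% to 98.5% of stromal cells were ECs (exact intervals from 95.2% to 98.9%), and 92.6% to 99.7% were FBs in the FB-sorted libraries (91.5% to 99.9%).

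Sequencing metrics split the libraries into 3 batches, a split found from the data. Batch A held 14 libraries, all from 2-mo mice, with 99.1 to 108 M reads and 94.6% to 94.9% of barcode bases at a quality of 30 or more. Batch B held 9 libraries (2 from 2-mo and 7 from 18-mo mice) with 197 to 227 M reads and 94.0% to 94.4%. Batch C held the 6 libraries of 18-mo mice from days 4 and 7, with 233 to 264 M reads and 96.2% to 96.4%. The batches also differed in free RNA. Transcripts of 7 seminal vesicle secretory (Svs) genes, which belong to a male gland, were at or below 5.24 CPM in droplets under 100 UMIs of batch A, at 4403 to 4998 CPM in the 2-mo and 10826 to 18757 CPM in the 18-mo libraries of batch B, and at 1693 to 4893 CPM in batch C. In the CD45- libraries every 2-mo library was in batch A and every 18-mo library in batch B or C, so batch and age cannot be told apart in them. The EC-sorted and FB-sorted day-0 libraries of both ages lay within batch B, but this batch splits by age in its free Svs RNA. The share of intronic reads, which were counted, also differed by age at day 0. It was 12.5% and 12.6% in 2-mo and 17.1% and 17.3% in 18-mo CD45- libraries. In the FB-sorted libraries it was 9.1% (2-mo) and 17.8% (18-mo), and in the EC-sorted libraries 11.7% and 20.8%. No fit was adjusted for this share. Day 1 and day 0 shared a batch at either age in the CD45- libraries, whereas days 4 and 7 of 18-mo mice (batch C) were compared with a day 0 in batch B. In the sorted libraries of 2-mo mice, day 0 was in batch B and the later days in batch A.

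**Figure D1:**
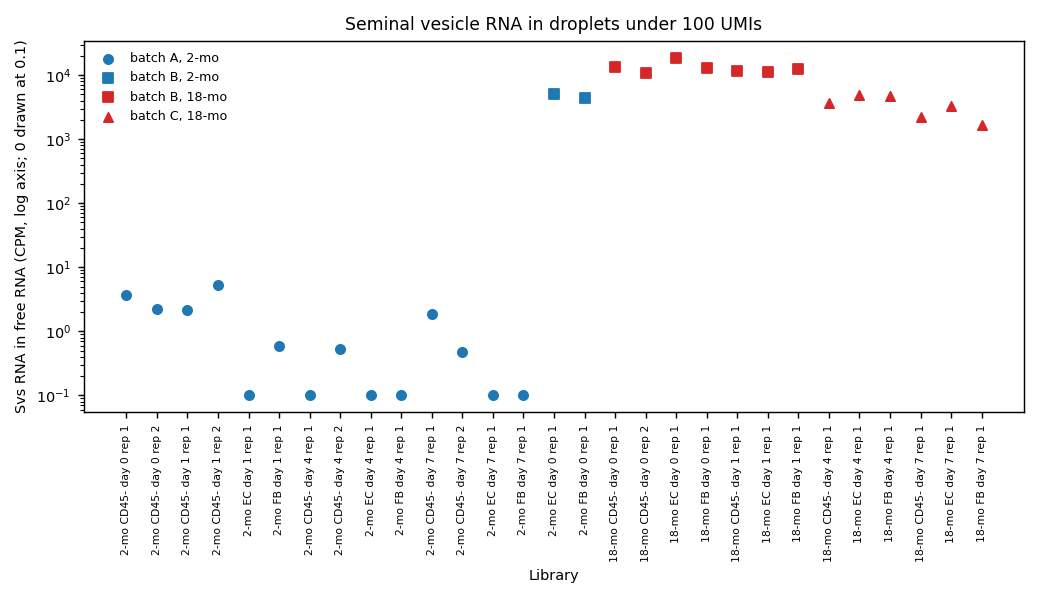
Level of the Svs genes in free RNA (CPM, log axis) for each of the 29 libraries by sequencing batch, with circles for batch A, squares for batch B and triangles for batch C, blue for 2-mo and red for 18-mo mice. Libraries of batch A lie at or below 5.24 CPM and those of batches B and C at or above 1693 CPM.

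The share of each lineage among stromal cells addressed how the composition of the thymic stroma changes with age. These are shares of sequenced cells. Quantification by flow cytometry in the paper found little alteration of ECs or FBs with age, and a smaller TEC compartment. Over the 4 days, FBs were 51.4% of stromal cells in 2-mo and 21.1% in 18-mo CD45- libraries, a difference of −30.3 percentage points (exact permutation p = 0.00617, the smallest these permutations can give, BH-adjusted p = 0.00926 over 6 lineages). The difference was 30.1 points for MECs, −9.95 points for ECs and 2.91 points for nmSCs, each with the same p and the same adjusted p. No 18-mo library overlapped a 2-mo library in these 4 lineages. FB shares ranged from 44.7% to 59.2% in 2-mo and from 18.7% to 24.2% in 18-mo libraries. EC shares ranged from 6.55% to 14.01% (239 to 539 cells per library) and from 0.174% to 0.375% (4 to 10 cells), respectively. The MEC difference was smallest at day 0, with 1.93% ± 0.00697 (SD, n = 2) against 8.34% ± 0.363 (SD, n = 2), and over all days 18-mo libraries reached 58.3%. The mean over days was not called for TECs (32.0% against 37.5%, exact permutation p = 0.302) or vSMC/PCs (2.9999% against 4.74%, exact permutation p = 0.123), because differences of opposite sign at early and late days offset each other. TECs were 42.1% ± 0.842 in 2-mo and 56.6% ± 3.88 in 18-mo mice at day 0 (SD, n = 2 each) and 28.1% against 50.8% at day 1, but 32.6% against 23.01% at day 4 and 25.1% against 19.4% at day 7. The vSMC/PC share was 3.40% against 9.36% at day 0 and 3.01% against 2.21% at day 7. Single days were not tested. Removing cells with either quality flag moved the FB and EC differences most, to −35.4 and −6.94 points, with the same calls.

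**Figure D2:**
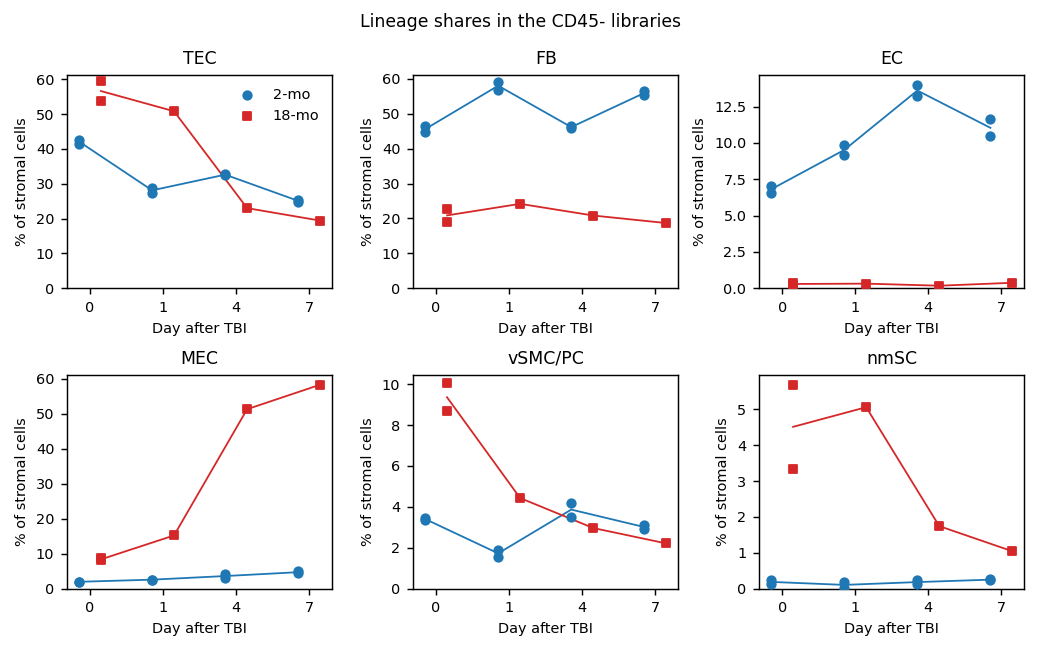
Share of each lineage among stromal cells (percent) against day after TBI in the CD45- libraries. Points are libraries, circles for 2-mo and squares for 18-mo mice, and lines join group means. FB and EC shares are lower and MEC and nmSC shares higher in every 18-mo library.

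TEC states that appear with age were examined by clustering the 6890 TECs of day 0 into 22 clusters and carrying these labels to 8850 TECs after TBI, of which 88.4% to 92.3% per library had most of their neighbours in 1 cluster. The share of TECs differed between ages for 18 clusters (7 higher and 11 lower in 18-mo mice) by exact permutation with BH adjustment over clusters. Cluster 3 was named aaTEC1-like because 3 genes of that list were above the other TECs, with none of them among its 10 leading genes. The list is not specific to cluster 3, since 5 of its genes were above the other TECs in neuro-like cluster 14 and in goblet-like cluster 16. Clusters 20 and 21 had 3 such genes. Whether cluster 3 is the aaTEC1 state of the study is therefore open, and no cluster was named after the aaTEC2 list. Cluster 3 rose from 0.114% to 16.005% of TECs, a difference of 15.9 points (exact permutation p = 0.00617, BH-adjusted p = 0.0113). It held 0.0646% to 0.186% of TECs in the 8 2-mo libraries (10 cells in all) and 11.1% to 17.7% in the 5 18-mo libraries (918 cells). At day 0 the share in 18-mo mice was 12.5% ± 1.98 (SD, n = 2), and after TBI it was 17.7%, 17.0% and 16.7% at days 1, 4 and 7. Aligning the libraries with Harmony moved this difference most, to 6.59 points. Because genes that define clusters may themselves change with age, clusters were also found without 5369 genes that differed with age in mTEC1-like cells. The cluster sharing most cells with cluster 3 then differed by 15.2 points (1.27% against 16.4%, Jaccard index of the cells 0.606), and 14 of the 18 calls were kept in matched clusters, of which 1 was the match of clusters 7, 10 and 11 alike.

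Unnamed clusters 4, 11 and 15 were also mostly from 18-mo mice. Cluster 4 rose by 4.76 points (1.34% ± 0.255 against 10.4% ± 0.814 at day 0, SD, n = 2 each), but the ranges of the ages overlapped over all days (1.16% to 7.99% against 7.01% to 11.01%), and under removal of cells with either quality flag the difference was 1.21 points (BH-adjusted p = 0.212, against 0.0117 to 0.0257 for the other alternatives). Cluster 11 rose by 7.29 points and cluster 15 by 4.72 points. Without the age genes, clusters matched to 4, 11 and 15 differed by 6.69, 4.32 and 6.40 points, although the match of cluster 11 shared few cells with it (Jaccard index 0.0771). By the edgeR test of cell counts at day 0, clusters 3, 4, 11 and 15 were higher in 18-mo mice by 7.39, 2.96, 6.08 and 6.95 on the log2 scale. Those of clusters 3, 11 and 15 are imprecise, since they rest on few 2-mo cells. These clusters held means of 0.0669%, 0.102% and 0.0323% of 2-mo TECs at day 0. By the same test, clusters 7 and 8 were higher by 5.58 and 5.06, also from few 2-mo cells.

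**Figure D3:**
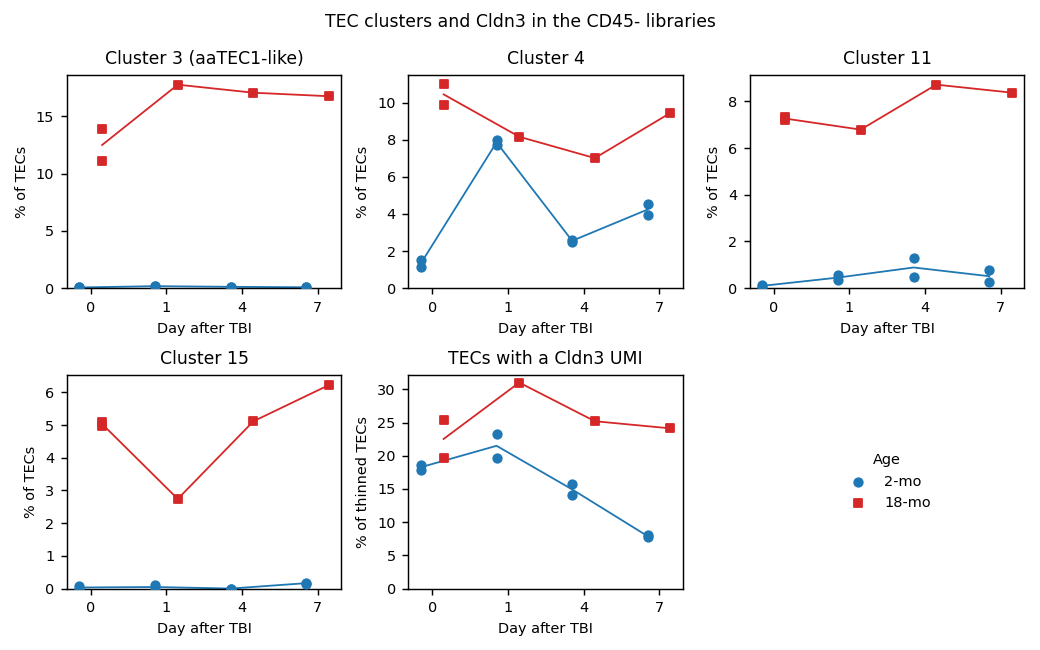
Share of TECs (percent) in clusters 3, 4, 11 and 15, and share of thinned TECs with a Cldn3 UMI, against day after TBI in the CD45- libraries. Points are libraries, circles for 2-mo and squares for 18-mo mice, and lines join group means. Cluster 3 lies at or below 0.186% in 2-mo libraries and at or above 11.1% in 18-mo libraries.

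Cldn3 encodes claudin-3, which the study used to mark aaTEC1s, and its detection needs no clustering of TECs. In cells thinned to 2000 UMIs, a Cldn3 UMI was found in 15.7% of TECs from 2-mo and 25.7% of TECs from 18-mo mice, a difference of 10.1 percentage points (exact permutation p = 0.00617, the smallest possible). Thinning left out 1564 shallower TECs of 2-mo and 775 of 18-mo mice. The library ranges overlapped (7.75% to 23.3% against 19.7% to 31.0%), and at day 0 the shares were 18.3% ± 0.515 and 22.5% ± 4.07 (SD, n = 2 each). Background was read from FBs of the same libraries, in which 0.965% to 3.42% (2-mo) and 3.92% to 7.58% (18-mo) had a UMI, and from ECs of the sorted libraries, which did not exceed 0.105%. The median depth before thinning was 4472 to 7318.5 UMIs (2-mo) and 5083 to 7197.5 UMIs (18-mo) in TECs, and 3675 to 6671 and 2959 to 5473.5 UMIs in those FBs. Without thinning the difference was 14.3 points (25.2% against 39.6%, exact permutation p = 0.0123), the alternative that moved it most. At day 0 the background in FBs of the CD45- libraries was 3.10% ± 0.457 (2-mo) and 6.96% ± 0.715 (18-mo, SD, n = 2 each). The FB-sorted libraries of day 0 did not show this rise (2.50% and 0.816%). Background was therefore not excluded for the day-0 difference in TECs.

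To ask whether the clusters enriched with age carry genes of TEC function, each was compared with all other TECs of the same 5 18-mo libraries, with the library as a block. The edgeR test called 5806 of 13735 genes for cluster 3 (2177 higher and 3629 lower), a count that is set in part by the clustering itself. DESeq2 called 4518 genes, and 3704 were called against mTEC1-like cells alone, the alternative that moved the count most. Of the 18 listed genes, Epcam was higher in cluster 3 by 0.78 on the log2 scale (1430 against 830 CPM, BH-adjusted p = 1.68e-06, in 5 of 5 libraries), as were Krt8 and Cdh1 (0.57 and 0.35). Leaving out 18-mo day 0 replicate 1 took the adjusted p of Krt8 to 0.0514. In contrast, 13 genes were lower, among them Foxn1 (−2.41, 8.37 against 58.2 CPM, BH-adjusted p = 2.48e-05), Ccl25 (−4.95, 19.5 against 782 CPM, BH-adjusted p = 6.82e-09), Psmb11 (−4.35), Dll4 (−5.74) and Aire (−5.96). Il7 and Ltbr were not called (−0.22 and 0.07). Against mTEC1-like cells, Cd40 changed sign (0.05) and Psmb11, Kitl, Ccl25, Fezf2 and Tnfrsf11a were no longer called. Clusters 4, 11 and 15 had 4164, 3826 and 4562 called genes. In cluster 4, Kitl, Cxcl12 and Il7 were higher and 10 listed genes were lower. Without 18-mo day 0 replicate 1 or 2, calls in cluster 4 were lost for Kitl (BH-adjusted p = 0.156 and 0.434), Il7 (0.0506 and 0.0610) and Epcam (0.151 and 0.0887). Epcam was also lost without day 4 (0.0523), and Dll4 without day 0 replicate 2 (0.0725). In clusters 11 and 15 Il7 and Epcam were higher, as was Krt5 in cluster 11, and 13 listed genes were lower in each cluster. Epcam of cluster 11 was not called without day 0 replicate 1 or 2, day 1 or day 7 (BH-adjusted p = 0.127, 0.110, 0.0604 and 0.0571). Foxn1 of cluster 11 was not called without day 4 (0.0591), nor Tnfrsf11a without day 0 replicate 1, day 1 or day 4 (0.0732, 0.313 and 0.0504). Il7 of cluster 15 was not called without day 0 replicate 1 or 2 or day 1 (0.151, 0.122 and 0.0537).

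The age comparison at day 0 asked which genes of each lineage differ between 18-mo and 2-mo mice. In TECs 7812 of 19170 genes were called (3808 higher and 4004 lower at 18 months). The corresponding numbers were 5342 of 15486 in FBs (2583 higher and 2759 lower) and 714 of 11787 in ECs (430 higher and 284 lower). The 18-mo arm of the EC comparison is 1 EC-sorted library, assumed to vary like the others, since the 18-mo CD45- libraries held at most 10 ECs. A further fit pooled clusters 6, 7, 8 and 10, which the fallback rule named mTEC1-like, and called 5369 of 12822 genes (2527 higher and 2842 lower). No gene of the mTEC1 list was among the 10 leading genes of these clusters, and those of cluster 6 include Acta2 and Tagln of the vSMC/PC list and those of cluster 7 Dcn of the FB list (genes chosen after their values were seen). Clusters 6 and 10 held most of these cells in 2-mo mice and clusters 7 and 8 in 18-mo mice, so this count compares different clusters, is not read as a change within 1 TEC type, and has no genes named from it. The median log2 change over all genes was −0.06 in TECs, 0.00 in FBs and −0.03 in ECs. A test against a 1.5-fold change moved the counts of the lineages most, to 2497 in TECs, 776 in FBs and 51 in ECs. In mTEC1-like cells it gave 2094 genes, and DESeq2 moved the count most, to 1774. Batch and age coincide in TECs. For FBs, the FB-sorted pair within batch B changed in the same direction for 82.6% of 4677 genes called in the CD45- libraries, against 53.0% of uncalled genes.

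Among genes meeting the rule for naming (4617 in TECs), Pth rose most in TECs, by 6.67 ± 0.45 (log2 ± SE, BH-adjusted p = 3.87e-06), from 9.73 ± 0.547 to 995 ± 37.1 CPM (SD, n = 2 each). Pth (protein-coding, chromosome 7, 113385580 to 113388570, mm10) encodes parathyroid hormone, and the top 1% of 18-mo TECs held 83.2% of its UMIs. Ighg2c followed with 6.40, and Acss3 (chromosome 10, 106933517 to 107123668) rose by 5.55 ± 0.26 from 0.834 to 39.6 ± 4.15 CPM. The largest decrease was that of Spink12 (chromosome 18, 44104407 to 44108543), with 563 UMIs in the 2-mo and 1 UMI in the 18-mo group, a 559-fold ratio (95% counting interval 99.9 to 22117). Klk1b26 (chromosome 7, 44012168 to 44016968) fell by 3.41 ± 0.24 on the log2 scale, from 107 ± 28.4 to 10.1 ± 0.326 CPM, and belongs to a family of near-identical kallikrein genes between which reads can be split. Mucl2 fell by 3.77.

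In FBs Ighg2c, AC168977.1 and Pth rose most. Ighg2c (an immunoglobulin constant gene, chromosome 12, 113285325 to 113288932) had 249 UMIs at 18 months and 1 UMI at 2 months, a 541-fold ratio (96.2 to 21446) and AC168977.1, which has no coordinates in the annotation used, had a 373-fold ratio (127 to 1814). Immunoglobulin constant genes have similar copies, and in the 2 CD45- libraries of 18-mo mice Ighg2c stood at 3.36% and 5.39% of its free-RNA level in FBs and at 3.55% and 5.27% in TECs. Pth in FBs rose from 1.51 ± 1.81 to 462 ± 438 CPM in the CD45- libraries (SD, n = 2 each), but it was at 0.0352 and 0.163 CPM in the FB-sorted libraries of the ages. H19 (a long intergenic RNA, chromosome 7, 142575529 to 142578143) fell by 3.47 ± 0.27 (BH-adjusted p = 1.81e-08), from 158 ± 10.7 to 14.7 ± 7.39 CPM in CD45- libraries and from 144 to 12.7 CPM in the FB-sorted pair. Itm2a (chromosome X, 107397099 to 107403376) fell by 2.18 and Ackr4 by 2.46. In ECs, Svs4 was at least 34.9-fold higher and Prg2 at least 31.3-fold lower at 18 months against a floor of 3 counts over the group. Svs4 and Svs5 are among the free-RNA transcripts of batches B and C and belong to a family with similar copies. In the 18-mo EC library Svs5 stood at 0.368% of its free level, under the largest possible share of free RNA (0.490%). Svs4 stood at 0.954%, above that share, so free RNA is not settled as the source of Svs4. Ppbp (chromosome 5, 90768518 to 90770063) had a 54.6-fold ratio (18.2 to 269). Sod3 (chromosome 5, 52363791 to 52371418) fell by 2.99 ± 0.39 (BH-adjusted p = 2.99e-05), from 37.1 ± 19.6 CPM in CD45- and 49.4 CPM in EC-sorted libraries of 2-mo mice to 5.74 CPM. Glycam1 fell by 3.94 with a BH-adjusted p of 0.0391, and DESeq2 did not call it (0.179).

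Ptn and Mdk, which encode the growth factors pleiotrophin and midkine, were listed from the question of the study. Ptn rose with age in TECs (2.52, BH-adjusted p = 5.69e-07) and by 0.57 in FBs (BH-adjusted p = 0.0297). The FB call was lost without 2-mo CD45- day 0 replicate 1 or 2 (0.0630 and 0.0643). Mdk fell by 0.35 in TECs (BH-adjusted p = 0.00561, and 0.0669 without 2-mo day 0 replicate 1) and rose by 0.44 in FBs (BH-adjusted p = 0.0150, and 0.136 in CD45- libraries alone). The Mdk call in FBs was also lost with day-0 libraries alone (BH-adjusted p = 0.069). Neither gene was called in ECs.

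Gene sets of processes discussed for the ageing stroma were tested with age at day 0 by camera, with BH adjustment over the 18 tests. The share of intronic reads was higher in the 18-mo libraries of every sort at day 0. It was not adjusted for, and it stays open as a contributor to these differences. In TECs, oxidative phosphorylation genes were lower (median log2 −0.40, 83 of 91 genes lower, BH-adjusted p = 1.02e-11), as were the proteasome (−0.42, 35 of 35 genes lower) and chaperones (−0.52), whereas interferon response genes were higher (0.82, 26 of 28 genes higher, BH-adjusted p = 9.11e-24). Antigen presentation (−0.01) and secretory inflammation (0.19) were not called (BH-adjusted p = 0.135 and 0.489). Without 18-mo day 0 replicate 2, antigen presentation had an adjusted p of 0.00605. In FBs, oxidative phosphorylation (−0.39, BH-adjusted p = 1.35e-18), the proteasome (−0.26) and chaperones (−0.29) were lower, antigen presentation (0.70, BH-adjusted p = 3.72e-14) and interferon response (0.45) were higher, and secretory inflammation (0.01) was not called (0.105), although it was without 2-mo day 0 replicate 1 or 18-mo day 0 replicate 1 (0.0490 and 0.0454). In ECs, oxidative phosphorylation (−0.12, BH-adjusted p = 0.00354) and chaperones (−0.16, 0.0150) were lower, and chaperones were not called without 2-mo CD45- day 0 replicate 1 or 2 (0.0775 and 0.0942). The other EC sets were not called (interferon response 0.06, proteasome −0.07, secretory inflammation −0.32), and for antigen presentation in ECs the median (−0.05) and the mean (0.19) differed in sign. All calls in TECs and FBs held under fry and those in ECs did not. With a correlation estimated from the data, interferon response in TECs, antigen presentation in FBs (BH-adjusted p = 0.00945 each) and oxidative phosphorylation in FBs (0.0435) held.

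The course after irradiation was examined in 2-mo mice, each day against day 0. In TECs 4986 genes were called at day 1 (2428 higher and 2558 lower), 7297 at day 4 and 7341 at day 7. The day 1 count was moved most by DESeq2, to 2074 genes, and it was 2811, 3308 and 3260 without day 0 replicate 1, day 0 replicate 2 or day 1 replicate 2. Without day 0 replicate 1 or day 7 replicate 1, the day 7 count was 4817 or 4640. In FBs 8477 genes were called at day 1 (4311 higher and 4166 lower), 3645 at day 4 and 3853 at day 7, and in ECs 2589 (1356 higher and 1233 lower), 934 and 1308. At day 1, Lcn2 (chromosome 2, 32384633 to 32388252) rose in TECs by 4.04 ± 0.42 (BH-adjusted p = 0.000139), from 24.8 ± 1.99 to 408 ± 52.9 CPM (SD, n = 2 each), beside Mmp3 (4.68) and Fgb (3.87). Fgb was not called without day 0 replicate 1 or day 1 replicate 2 (BH-adjusted p = 0.0922 and 0.0671). Pclaf (chromosome 9, 65890237 to 65903266) fell by 5.53 ± 0.52, from 92.3 ± 16.7 to 1.97 ± 0.802 CPM, beside Pbk (−4.27) and Rrm2 (−4.17). In FBs Saa3 (chromosome 7, 46711998 to 46715700) rose by 11.94 ± 1.00, from 12.4 ± 10.4 to 27462 ± 927 CPM in CD45- and from 0.352 to 25982 CPM in FB-sorted libraries, followed by Lcn2 (9.60) and Oas3 (7.88). The lowest were Mrgprg (−5.37), Adamts16 (−4.07) and Ramp1 (−3.94). In ECs Ms4a6d was at least 64.3-fold higher against the floor of 3 counts, Gdf15 (chromosome 8, 70629393 to 70632456) had a 171-fold ratio (58.3 to 830) and Saa3 rose by 6.60. Prg2 (−4.96), Penk (−3.39) and Ackr4 (−3.12) were lowest, and Ackr4 was not called without CD45- day 0 replicate 1 or 2 or CD45- day 1 replicate 1 (BH-adjusted p = 0.0522, 0.245 and 0.0606).

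Whether the response to TBI differs with age was tested as an interaction, the change from day 0 in 18-mo minus that in 2-mo mice. The 18-mo groups after TBI had 1 CD45- library each, assumed to vary like the others. The share of intronic reads also changed differently at the ages. In EC-sorted libraries it went from 20.8% at day 0 to 14.3% and 10.7% at days 4 and 7 in 18-mo mice. In 2-mo mice it went from 11.7% to 17.5% and 16.7%. The FB-sorted libraries crossed in the same way (17.8%, 10.8% and 8.9% against 9.1%, 13.8% and 13.4%). The interactions were not adjusted for this share, which stays open as a contributor. In TECs 795, 1724 and 2243 genes were called at days 1, 4 and 7, in FBs 3534, 2672 and 5085, and in ECs 183, 379 and 862. Leaving out 2-mo day 0 replicate 1 moved the TEC count at day 1 most, to 205. It was 372 with DESeq2, 1281 without a filter on low counts, 471 without 2-mo day 0 replicate 2, and 438 and 477 without 2-mo day 1 replicates 1 and 2. Without 2-mo day 0 replicate 1 the TEC counts at days 4 and 7 were 978 and 1404, and they were 1014 without 2-mo day 4 replicate 1 and 1390 without 2-mo day 7 replicate 1. Interactions at different days share their day-0 libraries. Across genes they correlated in TECs with r of 0.314 (days 1 and 4), 0.273 (days 1 and 7) and 0.285 (days 4 and 7), against 0.274, 0.257 and 0.218 in simulated groups without change. Genes are not independent replicates, so these values carry no p. The genes with the smallest p in TECs were the Ccl21a copy on chromosome 4 (42772860 to 42773993) at day 1 (−1.27, BH-adjusted p = 0.000657) and day 7 (−2.14), and Saa1 at day 4 (3.53, BH-adjusted p = 6.08e-06). Ccl21a has near-identical copies between which reads can be split. In FBs they were Iigp1 (chromosome 18, 60376027 to 60392634) at day 1 (−2.89, BH-adjusted p = 1.73e-10), Tppp3 at day 4 (2.03) and Mmp9 at day 7 (−3.97). Iigp1 rose from 112 ± 7.99 to 1124 ± 10.2 CPM in 2-mo (SD, n = 2 each) and from 419 ± 19.3 (SD, n = 2) to 591 CPM in 18-mo CD45- libraries. In ECs they were Ifit2 at day 1 (−1.94, BH-adjusted p = 0.000106), Hspb1 at day 4 (1.55) and Prkg1 at day 7 (−3.16).

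Growth factors and thymopoietic genes on a list of 12 were compared between day 1 and days 4 and 7, which addressed whether factors of thymic repair are induced alike at both ages. In TECs 15 of the gene and day comparisons were called in 2-mo mice (14 higher and 1 lower, 17 adjusted over the list alone) and 14 in 18-mo mice (12 higher and 2 lower, 17 adjusted over the list alone). The genes were listed from the study of the same libraries, so the second count is not independent evidence. The difference between ages was called for 5 comparisons (11 adjusted over the list alone), each with a negative sign. Psmb11 rose in 2-mo TECs by 6.27 and 6.45 at days 4 and 7 and in 18-mo TECs by 2.98 and 4.04. Its difference between ages was −3.29 at day 4 (BH-adjusted p = 0.00982) and −2.41 at day 7 (0.0280). Cxcl12 rose by 3.23 in 2-mo and 1.82 in 18-mo TECs at day 4 (difference −1.40, BH-adjusted p = 0.0229). These sums cover all TECs, and their make-up changed over the same days. Cells of the cTEC-like clusters 12 and 13, both led in part by Psmb11, were 0.946% ± 0.418 of TECs at day 1, 34.3% ± 1.58 at day 4 and 35.4% ± 3.37 at day 7 in 2-mo mice (SD, n = 2 each), and 6.41%, 26.7% and 36.5% in 18-mo mice. Of Psmb11 UMIs in TECs, 96.5% to 98.4% per library came from these cells at days 4 and 7. At day 1 it was 13.9% and 15.2% in the 2-mo libraries and 69.1% in the 18-mo library. The share of cTEC-like cells was thus higher at 18 months at day 1 and close to that at 2 months at day 7. The smaller rise of Psmb11 at 18 months therefore does not show a lower level at day 7. Foxn1 (1.39 and 1.71 in 2-mo, 1.15 and 1.49 in 18-mo) and Ccl25 (1.79 and 2.57 in 2-mo, 1.60 and 2.64 in 18-mo) rose at both ages with no called difference. Dll4 rose in 2-mo TECs (2.75 and 2.61) and, at day 7, in 18-mo TECs (1.80), and its difference was not called over all genes (−1.63 and −0.82, BH-adjusted p = 0.135 and 0.379).

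In FBs 15 comparisons were called in 2-mo mice (12 higher and 3 lower, 16 adjusted over the list alone) and 4 in 18-mo mice (0 higher and 4 lower, 4 over the list alone), and 10 differed between ages (2 higher and 8 lower at 18 months, 10 over the list alone). In CD45- libraries alone, where 11 of the genes were tested, 3 comparisons were called in 18-mo mice (2 higher and 1 lower, 6 over the list alone). Fgf10 rose by 1.98 and 1.23 at days 4 and 7 in 2-mo FBs, Bmp4 by 1.51 and 2.04, and Flt3l by 0.89 and 1.28. The age differences were −2.05 and −1.65 for Fgf10, −1.53 and −2.35 for Bmp4, and −1.40 and −2.03 for Flt3l (BH-adjusted p from 8.24e-06 to 0.00114). Cxcl12 went the other way, with differences of 0.97 and 1.43. Fgf7 rose by 0.52 at day 4 in 2-mo FBs, with a difference between ages of −0.08 that was not called (BH-adjusted p = 0.820). Calls of Psmb11, Foxn1 and Dll4 in FBs rest on few UMIs of genes that TECs express. In ECs 8 of the genes were tested, and counts are given for 6, since Fgf21 and Psmb11 were at 0 in whole groups and gave no usable estimate. Calls numbered 5 in 2-mo ECs (6 adjusted over the list alone) and 2 in 18-mo ECs (3 over the list alone), and 3 differed between ages (3 over the list alone). Bmp4 rose by 1.47 and 1.498 in 2-mo ECs and differed between ages by −1.27 (BH-adjusted p = 0.00588) and −1.97 (5.75e-05). Dll4 rose in ECs of both ages (0.75 and 0.94 in 2-mo, 0.88 and 1.15 in 18-mo) with no called difference.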

Values the study reported

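The study analysed 81,241 single cells in all, 22,932 of them from day 0 and 58,309 after TBI, and left out 12,497 cells (13.3%).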

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

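The tests of interferon genes and of Cxcl12 against batch, the tests of Psmb11 against the share of cTEC-like cells, and the tests of the cells led by Svs genes against other libraries, were chosen after the result was seen.

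The response to TBI differed between ages by the interaction test in each of the 3 lineages, with 795, 1724 and 2243 genes called in TECs at days 1, 4 and 7, 3534, 2672 and 5085 in FBs, and 183, 379 and 862 in ECs. These results stand out because 2 ages differ under the same contrast. The TEC counts depended on single libraries (205 at day 1, 978 at day 4 and 1404 at day 7 without 2-mo day 0 replicate 1, 471 at day 1 without replicate 2, 438 and 477 without the day 1 replicates, 1014 without day 4 replicate 1 and 1390 without day 7 replicate 1). At days 4 and 7 the 18-mo libraries come from batch C and their day 0 from batch B, and a shift between batches that reached all lineages would make the interactions correlate between them. Across genes the TEC and EC interactions correlated with r of 0.342 at day 4 and 0.483 at day 7, against −0.0404 at day 1. TECs change no batch between days 0 and 1, but the EC-sorted libraries of 2-mo mice do. The TEC and FB interactions correlated with r of 0.0808, 0.486 and 0.471 at days 1, 4 and 7. Those of FBs and ECs correlated with r of 0.432, 0.497 and 0.471. The pair with sorted libraries in both lineages was thus nearly as high at day 1 as later. Batch may have contributed to the counts at days 4 and 7. It may also have contributed to those of FBs and ECs at day 1, since the sorted 2-mo libraries change batch between days 0 and 1. The share of intronic reads, which changed differently at the ages between day 0 and days 4 and 7, was not tested and stays open too. A response shared by the lineages would give the same correlations, so age remains open and untested as the cause, and a batch effect confined to 1 lineage would not be seen. At day 1 the interferon response set had a median difference of −0.86 in TECs (camera BH-adjusted p = 0.000634 over 9 tests with an estimated correlation), where batch does not change between the days, and of −1.44 in FBs of the CD45- libraries, which argues against batch for that set. The lower response of this set could also follow from its higher level at day 0 in 18-mo mice, which was not tested.

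Changes from day 1 to days 4 and 7 differed between ages for 18 listed genes and days. In TECs the differences were −3.29 for Psmb11 and −1.40 for Cxcl12 at day 4, and −2.41 for Psmb11, −1.55 for Fgf21 and −0.78 for Il7 at day 7. In FBs they were −2.05 for Fgf10, −1.53 for Bmp4, −1.40 for Flt3l and 0.97 for Cxcl12 at day 4, and −1.65 for Fgf10, −2.35 for Bmp4, −2.03 for Flt3l, −1.14 for Kitl, −3.89 for Dll4 and 1.43 for Cxcl12 at day 7. In ECs they were −1.27 for Bmp4 at day 4, and −1.97 for Bmp4 and −1.42 for Ccl25 at day 7. Dll4 in FBs rests on few UMIs and was not called in CD45- libraries alone (BH-adjusted p = 0.356), and DESeq2 did not call Ccl25 in ECs (0.180). Day 1 and the later days of 18-mo mice lie in different batches, so batch and age cannot be told apart for these differences. For Cxcl12 a shift of the gene in every lineage was tested, and the difference in FBs (0.97) had the sign opposite to that in TECs, which argues against such a shift as the whole cause. For Psmb11 in TECs a change of composition was tested, since the sums cover all TECs. The share of cTEC-like cells rose less at 18 months, by a log2 difference of −3.12 at day 4 and −2.72 at day 7, and this may account for much of the Psmb11 differences. Within cTEC-like cells Psmb11 also rose less at 18 months (log2 differences of −2.50 and −2.09), but the 2-mo libraries of day 1 held 7 and 14 such cells with 5 and 10 Psmb11 UMIs, and Psmb11 is among the genes leading these clusters. Composition and a change within cTEC-like cells therefore cannot be told apart for Psmb11. Mean Psmb11 within these cells, per unadjusted total, was 137 CPM in 2-mo and 516 CPM in 18-mo mice at day 1. It was 1590 and 1059 CPM at day 4, and 1939 and 1721 CPM at day 7. The smaller rise by day 7 thus came mainly from the higher 18-mo level at day 1, set against few 2-mo UMIs. It is not read as weaker induction. Composition was not tested for Cxcl12, Fgf21 and Il7 in TECs and stays open for them. Batch effects that act on 1 lineage, and a biological effect of age, stay open too, and neither was tested.

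Outside the 6 stromal lineages, 219 cells were led by Svs genes, a signal in data that the comparisons above leave out. They occurred in 13 libraries, 52 cells in batch B and 167 in batch C, with none in batch A or in 2-mo libraries. In these cells 61.2% of UMIs came from the 7 Svs genes. The mice were female, and 1 Ddx3y UMI was found among 162053 UMIs, which is too few to decide whether the cells came from a male animal. Xist had 5 UMIs where 137 would be expected at the level of the stromal cells. Of 68 barcodes of these cells, 34 occurred in more than 1 library, where chance gives 0.0288 shared pairs. All of this sharing lay within a batch, with 6 of 27 barcodes of batch B and 28 of 41 barcodes of batch C in more than 1 library (19 in all 6 libraries of batch C), and 0 barcodes were found in both batches. This argues against reads of 1 library sequenced with both batches. A candidate explanation is reads of another library sequenced in the same runs, a different one for each batch, assigned to these libraries. It is less well borne out in batch B, where 21 of the barcodes occurred in 1 library each. No such source library was analysed here, and no biological explanation was tested.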

How the results depend on the processing

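The run with genes scaled to unit variance and the threshold of 90% for candidate clusters were alternative tests chosen after the data had been seen. Of 1797 values under alternatives, 1647 kept their direction and their side of the threshold, or stayed within 1.5 times the count, 85 lost their call, 8 gained one, 38 moved and 19 reversed. The cause was not tested for any value below unless stated.

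Among TEC clusters, the difference of cluster 4 was 1.21 points with cells removed by either quality flag. Reversed clusters were cluster 8 (−5.44 with Harmony and −8.57 without the age genes), cluster 10 (4.32 without the age genes), cluster 12 (1.94 at resolution 0.8, 1.59 with Harmony and 1.79 with scaled genes) and cluster 20 (−0.905 with Harmony). Clusters 12 and 20 had no call. Without the age genes, clusters 6 and 8 share a match, as do clusters 7, 10 and 11, which by construction gives each the value of its match.

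With DESeq2 the counts of called genes were 3922 for age in TECs, 2074, 3638 and 3341 for days 1, 4 and 7 in 2-mo TECs, 372, 763 and 891 for the TEC interactions, 407 for age in ECs, 779 for day 7 in 2-mo ECs, 252 and 485 for the EC interactions at days 4 and 7, and 1774 for age in mTEC1-like cells. A test against a 1.5-fold change gave 2497 genes in TECs, 776 in FBs, 51 in ECs and 2094 in mTEC1-like cells, lower by its construction. No filter on low counts gave 1281 genes for the TEC interaction and 318 for the EC interaction at day 1. With CD45- libraries alone, and so with fewer samples, 1520, 534 and 684 genes were called at days 1, 4 and 7 in 2-mo ECs. Against mTEC1-like cells the counts were 3704, 935, 1217 and 2754 for clusters 3, 4, 11 and 15. With this reference Cd40 of cluster 3 (0.054), Psmb11 and Ccl25 of cluster 4 (1.82 and 0.84), Krt5, Krt8, Foxn1, Psmb11, Ccl25 and Tnfrsf11a of cluster 11 (−0.029, 0.19, 0.40, 0.81, 0.27 and 0.31), and Krt8, Psmb11 and Ccl25 of cluster 15 (0.37, 1.55 and 0.76) changed sign.

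With an estimated correlation between genes, adjusted p values of camera were 0.206 for oxidative phosphorylation, 0.205 for the proteasome and 0.114 for chaperones in TECs, 0.105 for interferon response, 0.238 for the proteasome and 0.108 for chaperones in FBs, and 0.471 for oxidative phosphorylation and 0.353 for chaperones in ECs. With fry they were 0.0420 for antigen presentation in TECs and 0.0158 for secretory inflammation in FBs, both newly called, and 0.145 for oxidative phosphorylation and for chaperones in ECs.

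Leaving out 1 library at a time gave 2811 to 3453 genes at day 1 and 4640 to 5379 at day 7 in 2-mo TECs, and 205 to 1152, 978 to 1862 and 1390 to 2130 genes for the TEC interactions at days 1, 4 and 7. Where this left a group with 1 library, that library was assumed to vary like the others. Adjusted p values ran from 0.00605 to 0.191 for antigen presentation in TECs, from 0.0454 to 0.122 for secretory inflammation in FBs and from 0.0775 to 0.0942 for chaperones in ECs. Cluster 19 lost its call in each case (BH-adjusted p from 0.0572 to 0.0604).

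The replicate number as a block left the direction and call of all 31 comparison values and 130 single-gene values as they were. Replicate numbers do not pair the samples, since residuals of equal numbers correlated with r from −0.041 to 0.031. The age comparison in ECs was not run with CD45- libraries alone, because those of 18-mo mice held at most 10 ECs, and cluster 4 has no value at the 90% threshold. Depth limits genes at few UMIs, among them Psmb11, Foxn1 and Dll4 in FBs.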

Other observations

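The tests of MECs against loss of other lineages, of cluster 3 against the age genes, and of splits of the samples were chosen after the result was seen.

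Age and batch coincide in the CD45- libraries. In FBs, 82.6% of 4677 genes called with age in CD45- libraries changed the same way in the FB-sorted pair within batch B, against 53.0% of uncalled genes. A difference between batches A and B alone would not carry over to this pair. However, free Svs RNA splits batch B by age (4403 to 4998 CPM in 2-mo and 10826 to 18757 CPM in 18-mo libraries). The pair also differs in its share of intronic reads (9.1% in 2-mo and 17.8% in 18-mo) and has 1 library per age. Batch and age therefore cannot be told apart for FBs. No such pair exists for TECs, in which batch and age cannot be told apart either. After thinning the summed TEC counts of every library to the smallest total, 73.0% of the genes called in TECs were called in the same direction, which argues against depth as the main cause in TECs. In FBs, where thinning took the libraries of up to 29742586 UMIs to the smallest total of 1856719, 51.4% of the called genes (2747 of 5342) were called again in the same direction and 0 in the opposite one. Depth was not excluded for the other FB calls, since thinning also lowers the power of the test. Of 6470 genes called in TECs, 92.3% changed the same way in mTEC1-like cells. This leaves a change of TEC composition open, because mTEC1-like cells are part of the same sums and come mostly from different clusters at the 2 ages (clusters 6 and 10 against 7 and 8).

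The lower EC share in 18-mo CD45- libraries may arise from cells lost in dissociation or from fewer ECs in the tissue. If ECs had broken, their RNA would be found free. Median levels of endothelial markers in free RNA at 18 months were 0.486 of those at 2 months, whereas the share of ECs among cells had a ratio of 0.0312. The free RNA thus fell less than the cells, but batch changes free RNA too, so free RNA cannot tell the explanations apart. Flow cytometry in the paper found little change in the number of ECs with age, which goes against fewer ECs in the tissue. That measurement was made on other samples than these libraries. The ratio of MECs to TECs was higher in every 18-mo library on 4 of the days (0.136 to 3.002 against 0.0450 to 0.201 over all days), so loss of FBs and ECs from the total does not by itself account for the MEC share. Batch, dissociation and age stay open for it, as untested. The difference of cluster 3 was 15.2 points in the matched cluster without the age genes, which argues against a split of other TECs by those genes alone. The list came from a fit that compares different clusters, and other genes that differ with age in TECs stayed in. A split by such genes is therefore not excluded, and batch and age cannot be told apart for cluster 3.

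Pth in 18-mo TECs stood at 13.5% or more of its free-RNA level, above the largest share that free RNA can have in these cells (1.92% and 1.41%), so free RNA does not account for it. The top 1% of TECs (39 of 3899) held 83.2% of Pth UMIs, and parathyroid cells or doublets counted as TECs are a candidate explanation, beside 209 cells assigned to the parathyroid. In FBs of the same libraries Pth stood at 2.25% (replicate 1) and 13.6% (replicate 2) of its free level, above the limits of 0.245% and 0.252%. The FB-sorted library was at 0.0230% and under its limit of 0.0963%. The level in replicate 1 lay under that of Ighg2c in the same FBs (3.36%), a gene for which free RNA stays open. Free RNA was therefore not excluded for Pth in FBs of replicate 1. Ighg2c stood at 3.55% of its free level or more in TECs, but with a ratio to FBs of 1.06 and 0.978 in the 2 libraries. Free RNA and expression in cells cannot be told apart for it, since its level is alike in both lineages and yet above the limits. No biological explanation of Pth or Ighg2c was tested.

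Splits of the samples were counted where groups held 3 or more. For age in FBs and for days 1, 4 and 7 in 2-mo FBs and ECs, 1 of 10 splits, the real one, gave as many called genes, and for clusters 3, 4, 11 and 15 it was 1 of 16. The other splits gave at most 8 genes, against 934 to 8477 in the real ones, but they mix the groups and so widen the spread that the test works with. With 10 or 16 splits the share cannot fall under 0.05, so this count alone does not exclude chance.

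Of the called cells, 8.48% were not used here. The study left out a larger share.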
